A study of Gallus gallus with 9 samples.

How the data were processed

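Poly(A)-selected RNA was sequenced from chick dorsal mesentery, the membrane that tethers the small intestine to the body wall, at 3 embryonic stages. The 9 libraries comprised 3 replicates at each of embryonic days 8, 12 and 16 (E8, E12 and E16). Per the labels' protocols, each replicate was a pool of mesenteries from 3 embryos, freed of the gut tube and of the superior mesenteric artery, and the libraries were sequenced in 1 lane with paired 150-base reads. Groups and replicate numbers were taken from the sample titles.

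The authors deposited raw read counts per Ensembl gene ID, without normalization, for 24356 genes in all 9 libraries. The deposited count table also holds 5 rows with the category names that HTSeq gives to reads it assigns to no gene: not aligned, aligned to several places, low alignment quality, overlapping more than 1 gene, and outside every annotated feature. These rows were kept out of every gene test and were used only to describe the libraries. The aligner, genome build, annotation release, tool versions and strand setting are stated neither in the labels nor in the file header. Counts of overlapping, antisense or near-identical genes are uncertain for that reason.

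The count table gives no gene symbols. A RefSeq gene table of 25635 chicken genes (assembly GRCg7b) was searched for the Ensembl IDs in its identifier columns and matched 0 of the 24356, so genes are reported by ID, without names, positions or annotation. The 8 gene set tests planned for elastic fibre, collagen, cell cycle and smooth muscle contractile genes needed symbols and were not run. The planned removal of haemoglobin and mitochondrial genes was not run for the same reason.

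Total counts in genes ranged from 22.96 to 30.62 M (mega) per library. Intervals on a library's read share are 95% Wilson intervals. They cover counting error only, because reads without molecular identifiers are not independent molecules.

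Genes were filtered with filterByExpr by stage, which kept 15506 and left out 8850. Library sizes were scaled with TMM factors, and a model of the 3 stage means was fitted to all 9 libraries so that they shared an estimate of the spread. Each pair of stages was compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 with robust estimation, in both directions, and a 2-degree-of-freedom test asked for any difference among the stages. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of F. Log2 CPM values for principal components and correlations used a prior count of 2. Measures of whole libraries were compared among stages by an exact permutation test of the stage labels over all 1680 arrangements, whose smallest possible p is 0.0036.

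The fit was tested on simulated data drawn from the real gene means and library sizes, with 200 genes changed 2-fold at E12. Among 15504 tested genes, 92.5% of the changed genes were recovered in E12 against E8, with 9 false calls among 194. In E16 against E8, where no gene had been changed, there were 0 calls. Every simulated gene had the same dispersion of 0.03, genes were drawn independently, and the changed genes were taken only from better counted ones. The simulation therefore does not show how the fit performs on genes of low count. Nor does it cover libraries that differ across many genes at once, as the real ones do.

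The rule for named genes was fixed before the data were examined. It took, in each step, the largest rises and falls among genes with a symbol, an adjusted p under 0.05, an average log2 CPM of at least 3 and stage values that did not overlap. Without symbols, that condition was dropped and only the largest rise and the largest fall of each step were named, 4 genes in all.

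Alternatives fixed before the data were examined were DESeq2 1.42.0 and limma-voom (limma 3.58.1) in place of edgeR, other size factors, other gene filters, other thresholds, fits to only the 6 libraries compared, each library left out in turn, and the replicate number as a block. The replicate numbers come from the sample titles. Embryos were sacrificed at collection, so libraries with the same number at different stages come from different embryos. Chosen after the data were seen were a model with the share of reads outside annotated features as a covariate, removal of the 10 most counted genes, and thinning of all libraries to 22.96 M counts. Reporting the genes changed in the same direction in both steps and the principal components was also decided then.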

Results

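The transcriptome of the chick dorsal mesentery was measured by RNA-seq at 3 stages of small intestinal looping. Looping begins at E8, is under way at E12 and is complete at E16. Each stage was represented by 3 libraries, and each library by a pool of tissue from 3 embryos. The number of reads counted in genes (in M, mega) averaged 27.0 M ± 2.81 (SD, n = 3) at E8, 30.1 M ± 0.50 (SD, n = 3) at E12 and 24.3 M ± 1.94 (SD, n = 3) at E16. Genes made up 63.9% ± 0.31 of all reads at E8, 67.7% ± 1.02 at E12 and 64.3% ± 0.75 at E16 (SD, n = 3 each).

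The 3 stages differed in the reads that were assigned to no gene. Reads outside every annotated feature made up 20.04% ± 0.32 of all reads at E8, 13.7% ± 2.79 at E12 and 19.3% ± 0.95 at E16 (SD, n = 3 each). The exact permutation test of the stage labels gave p = 0.0107, or 0.0241 after Benjamini-Hochberg adjustment over 9 library measures. The share of reads in genes was also tested (exact permutation p = 0.0179) and was left out of that adjustment. The 3 E12 libraries also differed among themselves, with 16.6% (95% Wilson interval 16.58 to 16.61) in replicate 1, 11.03% (11.02 to 11.04) in replicate 2 and 13.45% (13.44 to 13.46) in replicate 3. The lowest value at the other stages was 18.3% in E16 replicate 3. Fewer genes had at least 1 count at E12 (18345 ± 346) than at E8 (19069 ± 120) or E16 (18713 ± 262), although the E12 libraries had the highest mean count. This difference did not pass after adjustment (exact permutation p = 0.0464, adjusted p = 0.0597). The 10 genes most counted over all 9 libraries together took 5.16% ± 0.19 of the gene counts at E8, 7.78% ± 0.54 at E12 and 8.76% ± 0.19 at E16 (exact permutation p = 0.0036, the smallest the design allows, adjusted p = 0.0161). This set was the same for every library, so the trend does not show how far each library's own top genes dominated it.

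**Figure D1:**
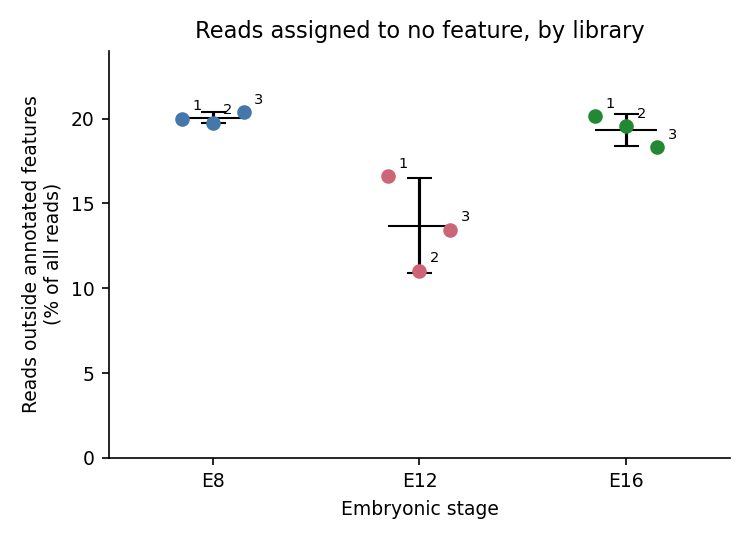
Reads outside annotated features as a percentage of all reads (y axis) in each library, by embryonic stage (x axis). Points are libraries with their replicate number, and bars are the mean and SD of 3 libraries. All 3 E12 libraries (11.03% to 16.6%) lie below all E8 and E16 libraries (18.3% to 20.4%).

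Replicates were compared before they were averaged. Pearson correlations of log2 CPM across the 15506 tested genes, which are not independent replicates, lay between 0.977 and 0.993 within stages. They lay between 0.927 and 0.960 for E8 against E12, between 0.922 and 0.950 for E12 against E16, and between 0.904 and 0.914 for E8 against E16. The replicate pairs, which are separate pools of embryos, differed by more than sampling noise, with a chi-square statistic per degree of freedom of 8.17 to 78.8. By design, every library was counted as 1 replicate. The first principal component held 50.1% of the variance and ordered the stages from E8 through E12 to E16. The second held 31.7%, and on it the E12 libraries were separated from both other stages. On the second component the E8 scores lay between 31.5 and 36.5 and the E16 scores between 13.3 and 33.2, while the E12 scores were -31.2, -74.9 and -74.3 for replicates 1, 2 and 3. When only the 500 genes with the largest variance were used, the first component held 73.4% and the second 13.1%.

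**Figure D2:**
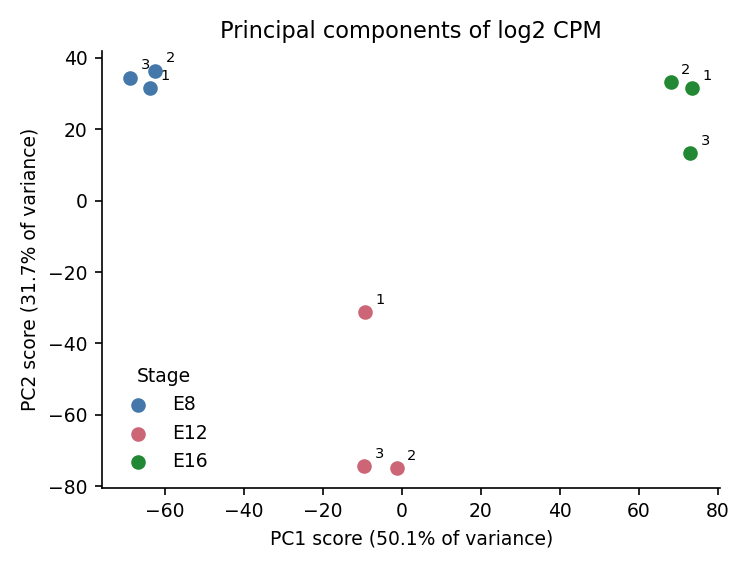
Scores of the 9 libraries on the first (x axis, 50.1% of variance) and second (y axis, 31.7% of variance) principal components of log2 CPM over 15506 genes. Points are libraries coloured by stage, with replicate numbers. The 3 stages are separated, and the E12 libraries have negative second-component scores, from -31.2 to -74.9.

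To ask which genes were regulated as looping proceeded, stage means were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 15506 genes, 11542 (74.4%) differed among the 3 stages at an adjusted p under 0.05. Between E8 and E12, 8092 genes (52.2%) changed, 3989 higher and 4103 lower at E12. Between E12 and E16, 8297 genes (53.5%) changed, 4167 higher and 4130 lower at E16. Between E8 and E16, 7634 genes (49.2%) changed, 3547 higher and 4087 lower at E16. The median absolute log2 fold change among the called genes was 0.85 for E12 against E8, 0.90 for E16 against E12 and 0.95 for E16 against E8. The median standard error over all tested genes was 0.19 in each comparison. The alternative that moved the counts of both comparisons with E12 most was the share of reads outside annotated features as a covariate, chosen after the data were seen, which left 510 genes in E12 against E8 and 2604 in E16 against E12. It gave 8457 in E16 against E8.

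At a log2 fold change of at least 1 in either direction, 3162 genes passed in E12 against E8, 1242 higher and 1920 lower. In E16 against E12, 3525 passed, 2148 higher and 1377 lower. In E16 against E8, 3580 passed, 1922 higher and 1658 lower. The 3 values of each stage did not overlap for 60.3% of all tested genes in E12 against E8, 58.5% in E16 against E12 and 63.6% in E16 against E8, where 10% is given by chance for 3 against 3.

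The split between higher and lower genes depended on the scaling of the libraries and, in the comparisons with E8, on the genes and libraries fitted. With TMM, 49.3% of the genes called in E12 against E8 were higher at E12, and 46.5% of those called in E16 against E8 were higher at E16. With total counts only, these shares were 28.8% and 33.7%. That scaling placed the median log2 fold change of all tested genes at -0.29 and -0.24, against -0.03 and -0.07 with TMM, so directions are given relative to the typical gene. In E16 against E12 the share of higher genes was 50.2% with TMM and 55.3% with total counts. Without 1 of the E8 replicates, the share was 52.8% to 53.4% in E12 against E8 and 52.0% to 52.8% in E16 against E8. With all genes of at least 1 count in any library, these shares were 53.8% and 52.2%. Without 1 of the E16 replicates they stayed at 49.3% to 49.5% and 46.8% to 48.3%.

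The steps from E8 to E12 and from E12 to E16 were then set side by side, to separate genes regulated in 1 direction throughout from genes that differed at E12. Both steps were called for 4842 genes. Of these, 3890 (80.3%) changed in opposite directions and 952 changed in the same direction. Among the opposite changes, 1715 genes were higher at E12 than at both other stages and 2175 were lower. With total counts only, the corresponding numbers were 749 and 2615. Of the 3890 genes, 2815 (72.4%) were not called between E8 and E16. Of the 952 genes, 591 rose and 361 fell in both steps. With total counts only, this balance was reversed, at 504 rising and 587 falling. Counted in the same way, 3669 genes differed at E8 from both other stages in the same direction, and 4288 at E16. A number of this size was therefore not particular to E12. The number of opposite changes was 80 with the share of reads outside annotated features as a covariate, and that share differs by stage, so the stage and this library property cannot be told apart in these libraries.

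**Figure D3:**
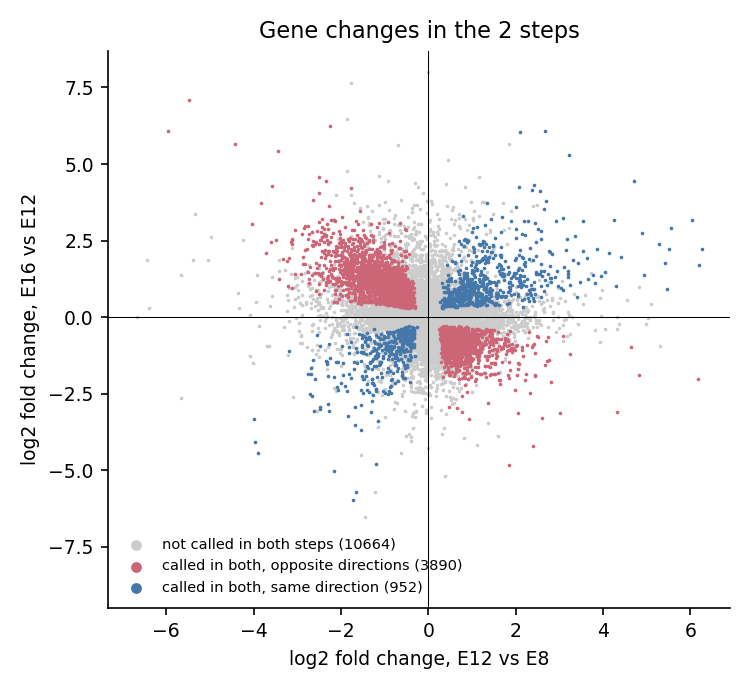
Log2 fold change of each tested gene from E8 to E12 (x axis) and from E12 to E16 (y axis). Red points are the 3890 genes called in both steps in opposite directions, blue points the 952 called in both in the same direction, and grey points all others.

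The largest rise from E8 to E12 among the genes eligible for naming was that of ENSGALG00000033171. Its level was 0.67 CPM ± 0.28 at E8, 43.3 CPM ± 14.5 at E12 and 386 CPM ± 165 at E16 (SD, n = 3 each). The log2 fold change was 6.04 (SE 0.45) from E8 to E12, with an edgeR adjusted p of 7.4e-06, and 3.16 (SE 0.34) from E12 to E16, with an edgeR adjusted p of 4.5e-05. The largest fall in this step was that of ENSGALG00000035309, from 86.5 CPM ± 55.6 at E8 to 5.46 CPM ± 2.16 at E12 and 0.54 CPM ± 0.13 at E16. Its log2 fold change from E8 to E12 was -3.99 (SE 0.48, edgeR adjusted p of 1.8e-04). Its E8 level was 68.6, 149 and 42.1 CPM in replicates 1, 2 and 3. With each library left out in turn, its log2 fold change ranged from -4.30 to -3.29, the smallest fall being without E8 replicate 2. This gene was no longer called with the share of reads outside annotated features as a covariate, at a log2 fold change of -5.30 and an edgeR adjusted p of 0.062.

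From E12 to E16, the largest rise was that of ENSGALG00000017029, from 0.53 CPM ± 0.19 to 35.6 CPM ± 10.6 (SD, n = 3 each), with a log2 fold change of 6.06 (SE 0.33, edgeR adjusted p of 4.7e-07). Its counts at E8 were 4, 2 and 1. The largest fall was that of ENSGALG00000054675, from 26.4 CPM ± 6.25 to 0.81 CPM ± 0.13, with a log2 fold change of -5.04 (SE 0.32, edgeR adjusted p of 1.1e-06). This gene stood at 118 CPM ± 39.7 at E8 and had already fallen by 2.16 on the log2 scale by E12 (SE 0.24, edgeR adjusted p of 2.9e-05). Each of these 4 genes changed in the same direction in both steps in the main fit.

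**Figure D4:**
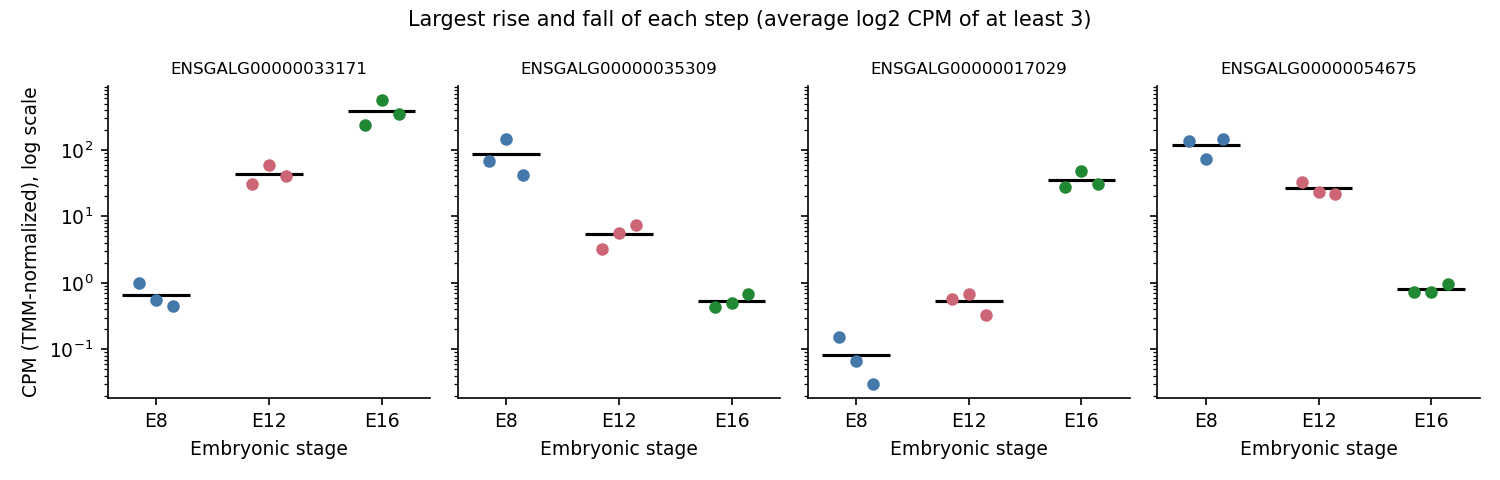
TMM-normalized CPM (y axis, log scale) of the 4 named genes at each stage (x axis). Points are libraries and horizontal lines are means of 3. ENSGALG00000033171 and ENSGALG00000017029 rose, and ENSGALG00000035309 and ENSGALG00000054675 fell, in both steps.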

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

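The relation of the second principal component to the share of reads outside annotated features was tested only after that component had been seen. The other tests in this part were written down before their results were computed, apart from 1 grouping of draws named below.

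The rows of the count table that hold reads assigned to no gene carried signal outside the gene comparisons. Averaged over the 9 libraries, 17.7% of reads lay outside every annotated feature, 7.47% were not aligned, 5.09% had low alignment quality, 2.29% overlapped more than 1 gene and 2.17% aligned to several places. Of these, the reads outside features and the reads aligned to several places differed among the stages after adjustment over 9 library measures, with adjusted exact permutation p-values of 0.0241 and 0.0161. Reads aligned to several places made up 2.08% ± 0.03 at E8, 2.51% ± 0.26 at E12 and 1.92% ± 0.06 at E16 (SD, n = 3 each).

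A candidate explanation for the position of E12 on the second component is a library property, such as RNA quality or the amount of unspliced RNA or genomic DNA, for which the share of reads outside features would be a reading. If so, libraries of the same stage should order on the component by that share. With each stage centred on its mean, the correlation over the 9 libraries was 0.89 (Pearson) and 0.80 (Spearman), with an exact permutation p of 0.0602 over the 216 rearrangements within stages and 0.120 after adjustment over the 4 relations computed. Without the 2 libraries whose share lay farthest from the median, E12 replicates 2 and 3, only the 6 E8 and E16 libraries still inform it, and it was 0.83. The relation did not pass the threshold, and 3 libraries per stage leave it open.

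A second reading of the same explanation was background spread over the genome, which should raise the counts in the 8850 genes too low to test. These genes held 677 CPM ± 287 at E8, 324 CPM ± 49.3 at E12 and 456 CPM ± 53.7 at E16 (SD, n = 3 each), lowest at E12 as this explanation predicts (exact permutation p = 0.0071, adjusted p = 0.0214). Within stages, no relation of their level to the share of reads outside features was detected (Pearson 0.09, Spearman 0.17, exact permutation p = 0.5417). The number of genes with at least 1 count rose with that share within stages (Pearson 0.86, Spearman 0.78), short of the threshold (exact permutation p = 0.0556, adjusted p = 0.120). These tests did not separate the explanations.

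The 3890 genes with opposite changes in the 2 steps differed at E12 from both other stages. Counted alike, 4288 genes differed at E16 and 3669 at E8, so such a number is not particular to E12. Differences in depth do not explain the 3890 genes, since 3834 such genes were called after all libraries were thinned to the smallest. Without the 10 most counted genes, 3886 were called. TMM scaling already limits the influence of a few dominant genes, so their removal could change little. Noise in the E12 libraries, which enter both steps, might produce opposite changes. With different E12 libraries in the 2 steps, the correlation across genes between the steps was -0.15, -0.18 and -0.27 in the 3 ways of dividing them, against -0.28 with all 3 in both, so shared noise is not the full explanation. With the share of reads outside features as a covariate, 80 such genes were left and the same-direction genes fell from 952 to 121. The covariate varies mostly between E12 and the other stages, so it also costs precision. Over 40 drawn rearrangements of its values within stages, 8 left 80 or fewer genes with opposite changes. The draws do not isolate that cost, which is the same in all of them. Grouped after the result was seen, 18 draws in which E12 replicate 1 kept the highest E12 share left 53 to 98 genes, 9 that gave it the middle share left 140 to 730, and 13 that gave it the lowest left 2357 to 4324. The number thus depended on which E12 library had which share. The same-direction genes numbered 121 with the real values and a median of 96.5 with rearranged ones (26 of 40 at or below 121). For E12 against E8 these numbers were 510 and 820 (14 of 40), and for E16 against E12 they were 2604 and 2701 (18 of 40). Lost precision alone does not set the number of opposite changes, since its cost is the same in the 13 draws that left 2357 to 4324. The same-direction genes stayed low, at 72 to 214, in all 40 draws. How far lost precision, this library property and the way E12 replicate 1 differs from the other E12 libraries contribute is left open. The pattern cannot be told apart from the library property. A stage difference in the tissue remains possible as a hypothesis. Gene length and GC content were not tested, because the gene IDs were not matched to any annotation.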

How the results depend on the processing

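For each of the 3 pairs of stages, the called genes stayed within 1.5 times the reported number under every alternative run except the covariate and, by definition, a fold change minimum. With the share of reads outside annotated features as a covariate, chosen after the data were seen, E12 against E8 gave 510 genes, E16 against E12 gave 2604, opposite changes in the 2 steps numbered 80 and same-direction changes 121. Rearranging the covariate within stages gave drops as large in at least 8 of 40 draws for each of these 4 counts. The opposite changes depended on which E12 library had which share, and the cause of the drops is left open. E16 against E8, with 8457, and the test across the 3 stages, with 8170, stayed within that range. With an absolute log2 fold change of at least 1, the 3 pairs of stages gave 3162, 3525 and 3580 genes. At an adjusted p under 0.01, 2121 genes changed in opposite directions and 522 in the same direction.

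Leaving out each library in turn gave from 6365 to 9322 genes in E12 against E8, from 6794 to 9199 in E16 against E12 and from 6266 to 8546 in E16 against E8. Opposite changes ranged from 2611 to 5463 over the 9 fits. The highest number came without E12 replicate 1 and the lowest without E12 replicate 3. Genes higher at E12 numbered 2617 without E12 replicate 1, 983 without replicate 2 and 1110 without replicate 3, against 1715 in the main fit. Genes lower at E12 numbered 2846, 1658 and 1501 in these fits, against 2175. Same-direction changes ranged from 737 to 982. Falling genes among them numbered 238 without E8 replicate 1 and 224 without E8 replicate 3, against 361 in the main fit. Rising genes numbered 533 and 519, against 591. All 9 fits also tested more genes, since the filter then needs fewer libraries.

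With DESeq2, E12 against E8 gave 8322 genes, of which 7878 were also called by edgeR. With total counts only, 22.3% of the genes with opposite changes were higher at E12, against 44.1% with TMM. With the covariate, 70.2% of the genes called in E12 against E8 were higher, against 49.3%, and 109 of the same-direction genes rose and 12 fell. Each of the 4 named genes was followed only in the step for which it was chosen. In that step they kept their direction under all alternatives run, and 1 of them was no longer called under 1 alternative, the covariate. Their changes in the other step were not followed under the alternatives.

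With the replicate number as a block, the counts were 7941 in E12 against E8, 8100 in E16 against E12 and 7498 in E16 against E8, beside 8092, 8297 and 7634 without the block. Deviations of same-numbered libraries from their stage means correlated on average at 0.09, 0.06 and -0.02 across genes for E8 with E12, E12 with E16 and E8 with E16. Single pairs ranged from 0.03 to 0.17, from -0.12 to 0.16 and from -0.04 to -3.1e-04. These averages were small, but they do not exclude a weak link between same-numbered libraries.

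The tests of the 4 gene sets in both steps and the removal of haemoglobin and mitochondrial genes were not run, for lack of gene symbols. Depth did not limit the counts at the level of the smallest library, where thinning gave 7983, 8167 and 7560 genes.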

Other observations

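The comparison of the depth of E8 replicate 2 was chosen after its result was seen. The other tests in this part were written down before their results were computed.

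Other splits of the libraries were fitted in the same way. Among the 36 splits of the 9 libraries that, like the stages, part all same-numbered libraries, 1 gave as many genes differing among groups as the stages did, the stage split itself. The next largest gave 3520 genes, against 11542. Every other split mixes stages within some or all groups, which adds the stage differences to the spread. Low counts there do not measure the false calls of the fit. The other 244 splits place same-numbered libraries together and were not fitted. For opposite changes, 100 of the 108 ways to split the libraries and name a middle group were drawn. In 2 of these 100 splits at least 3890 genes changed in opposite directions, the real one and the same stages with E16 as the middle group, which gave 4288. The largest number from any grouping other than the stages was 2641.

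For each pair of stages, 1 of the 4 splits of the 6 libraries that part same-numbered libraries gave as many genes, the real one, and with 4 splits the design cannot show more. The 9 other splits in each pair, including the 6 that keep same-numbered libraries together, each gave 0 genes at an adjusted p under 0.05. They too mix the stages within groups, so these zeros were likely from the outset and do not measure false calls. At an unadjusted p under 0.05 they gave from 103 to 1253 genes for E12 and E8, from 75 to 2204 for E16 and E12, and from 77 to 474 for E16 and E8.

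Genes higher at E12 than at both other stages had a higher average expression (median log2 CPM 5.95) than genes lower at E12 (median 4.59). A candidate explanation is a library property that also differs within stages. Across genes, the difference between E12 replicates 2 and 1, which have the lowest and highest share of reads outside features at E12, correlated with average expression at 0.22. The difference between E16 replicate 3, the lowest of its stage in that share, and the mean of the other two correlated with it at 0.19. The difference between E12 and the mean of the other stages correlated with it at 0.25. Both within-stage values passed the limit of 0.1 set before the test, so the expression pattern may come at least in part from how libraries differ within a stage. The within-stage differences between E12 replicates 2 and 1 and between E16 replicate 3 and its stage correlated with each other at 0.28 across genes, though they share no library. The former correlated at 0.43 with the difference between E12 replicate 3 and the mean of the E8 and E16 libraries, again with no library in common. Genes are not independent replicates, and no p-value is given.

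E8 replicate 2 stood apart from the other E8 libraries. It had 163 genes at least 4-fold from the mean of the other two, against 42 for replicate 1 and 53 for replicate 3, and its genes too low to test held 1007 CPM against 500 and 522. Of the 163 genes, 150 were higher and 13 lower, that is 92.0% higher. Such one-sidedness would be consistent with cells of another kind mixed into 1 pool. E12 replicate 1 (83.1% of 65 genes higher) and E16 replicate 2 (85.2% of 27) were also one-sided, so the test did not settle it. A pool further along in development should resemble E12. Its differences from E8 replicates 1 and 3 correlated across genes at 0.10 and 0.16 with the difference between E12 and the E8 library not used, under the limit of 0.2 set before that test, so this explanation was not borne out at that limit. The correlation of its deviation with the difference between E16 and E12, 0.064, cannot tell, because the 2 steps run in opposite directions for most genes called in both. Its total of 26.9 M counts lay between those of the other E8 libraries, so depth does not explain it. No cell kind was tested, because marker genes could not be matched to the gene IDs.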
